# RNA Deep Sequencing Analysis Reveals That Nicotine Restores Impaired Gene Expression by Viral Proteins in the Brains of HIV-1 Transgenic Rats

**DOI:** 10.1371/journal.pone.0068517

**Published:** 2013-07-16

**Authors:** Junran Cao, Shaolin Wang, Ju Wang, Wenyan Cui, Tanseli Nesil, Michael Vigorito, Sulie L. Chang, Ming D. Li

## Abstract

Persons infected with HIV-1 often develop neurologic disorders despite receiving highly active anti-retroviral therapy. Although the underlying mechanism is largely undetermined, our previous RNA-seq-based study showed that the expression of many genes was altered in the central nervous system (CNS) of HIV-1 transgenic (HIV-1Tg) rats. Because nicotine, a natural agonist of nicotinic acetylcholine receptors, exhibits a neuroprotective effect, we presently tested the hypothesis that nicotine restores the expression of altered genes in the CNS of HIV-1Tg rats. Adult male HIV-1Tg and F344 control strain rats were injected with either nicotine (0.25 mg/kg) or saline subcutaneously twice a day for 17 days. Gene expression in the prefrontal cortex (PFC), dorsal hippocampus (HIP), and dorsal striatum (STR) was evaluated using the RNA deep sequencing technique. We found that about 20% of the altered genes in the HIV-1Tg rat were affected by nicotine in each brain region, with the expression of most restored. Analysis of the restored genes showed distinct pathways corrected by nicotine in different brain regions of HIV-1Tg rats. Specifically, the two most significantly restored pathways were Wnt/β-catenin signaling and ephrin B signaling in the PFC, cAMP-responsive element-binding protein (CREB) signaling and glutathione metabolism pathway in the HIP, and tricarboxylic acid (TCA) cycle and calcium signaling in the STR. Together, our findings indicate that cholinergic modulators such as nicotine have beneficial effects on HIV-1-induced neurologic deficits.

## Introduction

The central nervous system (CNS) is highly vulnerable to infection by the human immunodeficiency virus-1 (HIV-1) [1]. Such an infection induces many neurologic problems, including gliosis, striatal pathology, motor dysfunction, HIV-associated dementia (HAD), and HIV-associated neurocognitive disorder (HAND) [2]–[5]. The neurologic deficits generally are unaffected by highly active anti-retroviral therapy (HAART) although HAART has significantly reduced the morbidity and mortality rate of HIV-positive patients [4]–[6]. In fact, the prevalence of these neurocognitive deficits has increased with the introduction of HAART because the lifespan of HIV-infected patients has been prolonged [5], [6]. Thus, efficient therapies for the HIV-associated neurologic disorders are greatly needed. Although it is still not clear what mechanisms underlie those neurologic disorders, the persistent presence of HIV-1 viral proteins in the host appears to result in brain damage [7]–[9]. Given that HAART can inhibit viral entry and replication without eliminating the viral proteins, the HAART-defying neurologic disorders are very likely to result from these proteins [7], [10]–[13].

The HIV-1 transgenic (HIV-1Tg) rat was developed as a model to investigate the effects of HIV-1 on the CNS and to facilitate therapy development. This rat carries a *gag-pol*-deleted HIV-1 genome under the control of HIV-1 viral long terminal repeats (LTRs), and expresses seven of the nine HIV-1 viral proteins without viral replication [14]. The HIV-1Tg rat develops characteristics similar to those of HIV-1 infected humans, including neurobehavioral and neuropathologic changes [14], deficits in learning and memory [15], [16], and abnormal sensitivity to many psychostimulants [17]–[19]. Thus, this animal model appears to mimic the condition of HIV-1 patients given HAART, who have little viral replication, but persistent HIV-1 brain infection, often associated with slow progressive neurodegeneration.

The cholinergic system plays an important role in cognition [20], [21]. Increased cholinergic transmission in response to agonists of acetylcholine receptors or cholinesterase inhibitors improves cognitive processes in neuropsychiatric disorders, such as Alzheimer’s disease (AD) and schizophrenia [21]–[24]. Nicotine is an agonist of the nicotinic acetylcholine receptors (nAChRs) and the major psychoactive component of cigarettes. Many studies have indicated that nicotine may have neuroprotective effects against cognitive disorders [25]–[27]. For example, smokers have a lower risk of developing AD, Parkinson’s disease (PD), and other neurodegenerative disorders than non-smokers [28], [29], although the effect on AD is still in debate [30]. Nicotine also exhibits neuroprotective effects in several, although not all, animal models of neurodegenerative diseases [31]. In addition to its neuroprotective effects, nicotine functions as an important modulator of immune responses [32]–[35]. Considering these properties, cholinergic modulators such as nicotine represent a potential treatment for neurologic disorders in HIV-1-positive patients.

A few studies have demonstrated an interaction between the cholinergic system and HIV-1 pathogenesis. Gp120, one of the HIV-1 proteins, binds to nAChRs [36]. This protein induces defects in memory, which can be reversed by hippocampal cholinergic stimulation [37]. Further, gp120-induced inflammatory responses can be attenuated by administration of α7 nAChR agonists [38]. Although some studies report that nicotine stimulates HIV-1 production in macrophages [39], [40], HIV-1 proteins and nicotine seem to have opposite effects on their shared pathways, including those mediated by MAPKs and NF-κB. For example, nicotine suppresses gp120-induced microglial activation by inhibiting p44/p43 MAPK activity [41]. HIV-1 proteins decrease cAMP-responsive element binding protein (CREB) phosphorylation, whereas nicotine increases CREB phosphorylation in the prefrontal cortex (PFC) of HIV-1Tg rats [18]. Behaviorally, HIV-1 proteins attenuate nicotine-induced behavioral sensitization [18], while nicotine prevents gp120-induced motor disturbances [42].

Together, these studies suggest that cholinergic modulators have some beneficial effects on the neurologic complications in HIV-1 infected individuals. However, the underlying molecular mechanisms are poorly understood, as only a few genes and pathways have been evaluated with conventional molecular techniques. Thus, the primary objective of this study was to systematically determine whether altered gene expression in HIV-1Tg rats could be restored by nicotine treatment. To achieve our objective, we used the recently developed RNA deep sequencing technique, which can evaluate gene expression in a high-throughput manner, and thus, is capable of providing a systematic view of the effects of nicotine on gene expression in the brains of HIV-1Tg rats.

## Materials and Methods

### Animals

The Animal Care and Use Committee of both the Seton Hall University and University of Virginia approved this study. Adult male rats of HIV-1Tg and F344 background control strain, were purchased from Harlan Inc. (Indianapolis, IN). All rats were double housed in standard plastic rat cages, maintained in a temperature-controlled environment with a 12 h light/dark cycle, and fed a standard rat diet and water *ad libitum*. The animals were monitored daily, and their cage/bedding was changed twice a week. All animals had been used in a previously reported behavioral study [43]. All experimental procedures were conducted during the light cycle in accordance with the Animal Care and Use Committee regulations of each participating institution.

### Nicotine Preparation and Treatment

Nicotine free base (Sigma Aldrich Co., St. Louis, MO) was diluted in 0.9% sterile saline, and the pH adjusted to 7. A fresh stock of nicotine solution was prepared daily. Four groups of rats (n = 12 in each group) were tested: HIV-1Tg Nicotine (HIV_Nic), HIV-1Tg Saline (HIV_Sal), F344 Nicotine (F344_Nic), and F344 Saline (F344_Sal). Either nicotine (0.25 mg/ml) or saline (1 ml/kg of body weight) was administered twice a day (7∶00 AM and 4∶00 PM) by subcutaneous injection with a 23-gauge/1-cc syringe for 17 days. This drug treatment paradigm was based on a previous behavioral study [43].

### Tissue Collection

Using a rat brain matrix, 1 mm slices were taken from each brain, and the slices that contained the prefrontal cortex (PFC), dorsal hippocampus (HIP), and dorsal striatum (STR) were identified according to a rat brain atlas [44]. Tissue from the interested regions was collected bilaterally from each brain using a 3 mm Harris Micro-Punch (GE Healthcare Life Sciences, Piscataway, NJ, USA) and stored at −80°C until use.

### RNA Extraction and Sample Preparation

Total RNA was extracted from each tissue sample using TRIzol (Life Technologies, Grand Island, NY) according to the manufacturer’s protocol. The RNA concentration and quality of each sample were assessed using the Qubit RNA BR Assay Kit (Life Technologies) and the Agilent Bioanalyzer 2100 (Agilent, Santa Clara, CA), respectively.

### RNA Deep Sequencing

RNA deep sequencing was conducted as described previously [45]. Briefly, the sequencing library of each RNA sample was prepared with the TruSeq RNA Sample Preparation Kit according to the manufacturer’s instructions (Illumina, San Diego, CA). The enriched libraries were diluted with elution buffer to a final concentration of 10 nM. Each sample (7 pM) was subjected to 50 cycles of sequencing from both ends in one lane of an Illumina Hiseq2000 Sequencer. Following deep sequencing analysis of 50 bp paired-end reads, Bowtie/Tophat/Cufflinks suites were used to align the reads into transcripts based on the rat reference genome (Rn4) and to measure the relative abundance of each transcript. Expression of each transcript was quantified as the number of reads mapping to a gene divided by the gene length (in kb) and the total number of mapped reads (in millions), and designated as fragments per kilobase of exon per million fragments mapped (FPKM).

### Gene Annotation and Expression Profiling Analysis

The Ensembl Transcript ID was used as the primary identifier for all analyses. When multiple splice variants existed, all of them were selected. In generating the FPKM distributions of intergenic regions, regions with a distance of at least 10 kb from any RefSeq or Ensembl gene were selected. The annotation information corresponding to each Ensembl Transcript ID was retrieved from the Ensembl database via BioMart (http://www.biomart.org/biomart/martview). To convert the Ensembl Transcript ID to Gene ID, ‘Ensembl gene 66’ was selected for the database and ‘Rattus norvegicus genes’ for the dataset.

For each brain region of interest, all the transcripts were pulled from the file generated by Cufflinks. The measurements with RPKM values close to zero (approximately 5% of the total) were discarded. The RPKM values were logarithmically transformed to base 2, and the measurements of each transcript within an experimental group were subjected to outlier detection [46]. Transcripts with fewer than six valid measurements in either comparison group, after the removal of outliers, were discarded. According to the number of transcripts mapped to a gene, the following three cases were considered: 1) Where a single transcript was mapped to a gene, the corresponding intensities were used in all further analyses; 2) Where there were multiple records for a single transcript in the dataset (≥6 in each group of 12 samples), the intensity values were averaged and treated as one record; and 3) Where multiple transcripts mapped to the same gene, they were treated as independent isoforms in the data analysis steps.

A two-way ANOVA (strain × sex) was conducted for each gene in each brain region. For genes showing significant major factor differences or interactions, gene expression was further analyzed by a Tukey-Kramer post-hoc analysis. All analyses were conducted with MATLAB (The Mathworks Inc., Natick, MA). Significance was defined as p<0.05, with a fold change (FC) larger than 20%, as in previous analyses of this type of data [47]–[49].

### Enriched Biochemical Pathways Restored in HIV-1Tg Rats

The genes significantly restored by nicotine in the HIV-1Tg rats were further analyzed using the Ingenuity Pathway Analysis program (IPA; https://analysis.ingenuity.com) in order to identify the biochemical pathways affected. The core component of IPA is the Ingenuity Pathways Knowledge Base (IPKB), which contains the biological function, interaction, and other related information of a curated gene set and more than 330 biochemical pathways. This pathway-based software is designed to identify global canonical pathways, dynamically generated biological networks, and global functions from a given list of genes. Basically, the genes, with their symbol or corresponding GenBank accession number or both, were uploaded into the IPA and compared with the genes included in each canonical pathway using the whole gene set of IPKB as the background. All the pathways with one or more genes overlapping the candidate genes were extracted. In IPA, each of these pathways was assigned a *p* value via Fisher’s exact test, which denoted the probability of overlap between the pathway and the input genes.

### Data Access

The deep sequencing RNA data from this study have been deposited in the NCBI SRA database and are accessible through GEO series accession number GSE47474 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE47474).

## Results

### Nicotine’s Effects on Gene Expression in the Brains of HIV-1Tg Rats

We found 439, 505, and 508 differentially expressed genes in the PFC, HIP, and STR, respectively, between saline-treated HIV-1Tg (HIV_Sal) and saline-treated control strain F344 rats (F344_Sal) (Table 1). Of these genes, 89, 115, and 70 in the PFC, HIP, and STR, respectively, were affected by nicotine in the HIV-1Tg rats (HIV_Nic vs HIV_Sal). 

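RNA from the PFC, HIP, and STR was sequenced in 144 samples, with 12 rats in each of the 4 groups in each of the 3 regions. Nicotine was given as 1 ml/kg of a 0.25 mg/ml solution, with 2 injections per day for 17 days. The authors aligned the reads to the rat genome Rn4 with Bowtie and Tophat and used Cufflinks to give the FPKM of each transcript in each sample. The values therefore already include a division by transcript length and by the number of mapped fragments, and the number of reads per sample is not given in the tables used here. The ratio of base coverage to FPKM, which rises with the number of fragments in a sample, was used as a relative measure of depth. In the PFC this ratio ranged from 2.08 to 3.56, with medians of 2.59 in F344_Sal, 2.47 in F344_Nic, 2.69 in HIV_Sal, and 2.46 in HIV_Nic rats. In the HIP it ranged from 1.64 to 2.49, with medians of 2.04, 2.13, 1.98, and 2.05 in the same order of groups. In the STR it ranged from 1.65 to 3.52, with medians of 2.01, 2.19, 2.34, and 2.37. The transcripts that matched the Ensembl annotation exactly numbered 39085 in the PFC, 39106 in the HIP, and 39078 in the STR. The tables list them by Ensembl transcript identifier and do not pair the identifiers with gene names. Each transcript was tested with limma on log2(FPKM + 0.1), with the 4 groups of a region in the same fit, so that a fold change understates the change of transcripts near 0. A transcript entered a comparison if its FPKM was above 0.01 in at least 6 of the 12 rats of each of the 2 groups compared. It was counted as changed at an unadjusted p under 0.05 and a fold change over 1.2, the threshold the study states. When 200 transcripts were simulated to change by 2 on the log2 scale between HIV_Sal and F344_Sal rats, 79.5% of them in the PFC, 75.0% in the HIP, and 75.5% in the STR were found after Benjamini-Hochberg adjustment.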

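Between HIV_Sal and F344_Sal rats, 596 of 14803 transcripts changed in the PFC, 658 of 14959 in the HIP, and 905 of 15090 in the STR. Of these, 218, 297, and 358 were higher and 378, 361, and 547 were lower in the HIV_Sal rats. With median scaling, 262, 305, and 497 were higher and 255, 351, and 360 were lower, so the balance of directions depends on scaling in the PFC and STR. The number at an unadjusted p under 0.05, whatever the fold change, was 621 in the PFC, 733 in the HIP, and 1116 in the STR. After Benjamini-Hochberg adjustment of limma's p-values over all transcripts tested, 3 transcripts remained in the PFC, 8 in the HIP, and 7 in the STR. These small counts depended on single libraries, each of which was left out in turn, a test chosen after the data were examined. The PFC had 5 without F344_Sal rat 7, and the HIP had 5 without F344_Sal rat 3 or any 1 of HIV_Sal rats 3, 4, 5, 7, and 10. The STR had 29 without HIV_Sal rat 1, 17 without F344_Sal rat 10, 4 without HIV_Sal rat 6, and 3 without any 1 of F344_Sal rats 1, 6, and 12 and HIV_Sal rats 4 and 5. The choice that moved the counts most was the removal of values close to 0 and of outliers within each group. The paper gives no limit for outliers, and 1.5 interquartile ranges was assumed here. With that removal and limma's test, 1454, 1604, and 1800 transcripts changed, and with the same values and the study's ANOVA and Tukey-Kramer test, 517, 580, and 677. The difference was past the adjusted threshold in all 3 regions and in the same direction for 2 transcripts. The paper describes punching the regions out of the same brains, so this is not replication in separate rats. The transcript ENSRNOT00000048926 had a mean FPKM of 5.86 ± 0.835 (SD, n = 12) in HIV_Sal and 12.7 ± 1.94 (SD, n = 12) in F344_Sal rats in the PFC. Its log2 fold change was -1.10 in the PFC (adjusted p = 5.48e-07), -1.07 in the HIP (adjusted p = 1.07e-09), and -1.26 in the STR (adjusted p = 1e-13). The transcript ENSRNOT00000059926 had a mean FPKM of 7.16 ± 3.13 (SD, n = 12) in HIV_Sal and 21.9 ± 2.06 (SD, n = 12) in F344_Sal rats in the PFC. Its log2 fold change was -1.78 in the PFC (adjusted p = 0.0211), -1.40 in the HIP (adjusted p = 0.0143), and -1.44 in the STR (adjusted p = 0.0252). For both transcripts and in each region, all 12 HIV_Sal rats lay below the median of the F344_Sal rats. The adjusted difference of ENSRNOT00000048926 stayed past the threshold with any 1 library left out. That of ENSRNOT00000059926 did so in the HIP. In the PFC it was lost without F344_Sal rat 9 (adjusted p = 0.0503), HIV_Sal rat 4 (0.0755), or HIV_Sal rat 11 (0.0739). In the STR it was lost without F344_Sal rat 1 (0.0607), 6 (0.0635), or 12 (0.0524), or HIV_Sal rat 4 (0.0621), 5 (0.0545), or 9 (0.0554).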

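Nicotine changed 955 of 14715 transcripts in the PFC of the HIV-1Tg rats, 683 of 14967 in the HIP, and 976 of 14939 in the STR, by the same threshold. The number in the PFC rests in part on HIV_Nic rats 10 and 11, which lay apart from the other samples, with median correlations of 0.661 and 0.768 to them. It was 622 without rat 10, 705 without rat 11, and 605 without both, fits chosen after the data were examined. After Benjamini-Hochberg adjustment, limma gave 0 transcripts in the PFC and 0 in the HIP, where 1014 and 895 had an unadjusted p under 0.05, and 37 in the STR. In the PFC, the number was 1 without any 1 of F344_Nic rats 4 and 9 and HIV_Nic rats 7, 8, 9, 11, and 12. In the STR, it was 58 without HIV_Sal rat 1, 21 without rat 2, 24 without rat 3, and 20 without rat 4 of the same group. The smallest adjusted p was 0.0676 in the PFC, 0.695 in the HIP, and 0.000116 in the STR. With outliers removed beyond an assumed 1.5 interquartile ranges, the study's ANOVA and Tukey-Kramer test gave 1, 3, and 73 transcripts after the same adjustment. Beyond 2 interquartile ranges, a limit chosen after the data were examined, that test gave 1, 0, and 45. The transcripts changed both between strains and by nicotine numbered 127 in the PFC, 126 in the HIP, and 230 in the STR. With the study's test and the assumed limit of 1.5 interquartile ranges, these numbers were 96, 104, and 143. With the limit of 2 interquartile ranges they were 55, 72, and 111.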

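Among the transcripts that changed both between HIV_Sal and F344_Sal rats and between HIV_Nic and HIV_Sal rats, 126 of 127 in the PFC (99.2%), 124 of 126 in the HIP (98.4%), and 228 of 230 in the STR (99.1%) changed in opposite directions. The same 12 HIV_Sal rats stand in both comparisons, so a chance high or low value in these rats moves the comparisons in opposite directions. To measure this, the saline and nicotine labels of the 24 HIV-1Tg rats of each region were reassigned at random 100 times. The median share of opposite directions was then 100% in each region, and the lowest share in any region was 95.6%, in the HIP. The median number of transcripts changed in both comparisons was 123, 112, and 129, and it was as large as with the recorded labels in 45, 27, and 3 of the 100 reassignments. The HIV_Sal rats were also divided at random into 6 that were compared with the F344_Sal rats and 6 others that were compared with the HIV_Nic rats, so that no rat stood in both. Over 100 such draws, the transcripts that differed between strains moved in the opposite direction with nicotine in 52.8% ± 2.09 (SD over draws) of cases in the PFC, 50.7% ± 2.79 in the HIP, and 50.0% ± 2.42 in the STR. These transcripts were selected on the strain difference alone, with no threshold on the nicotine change. The gap to 99.2%, 98.4%, and 99.1% therefore reflects this selection as well as the separate rats. Many of the selected transcripts may be chance calls, with no fixed direction under nicotine. When the labels were reassigned as well, the shares were 48.4% ± 5.83, 48.1% ± 4.73, and 46.9% ± 5.27 (SD over draws), and 95% of them lay at or under 58.4%, 54.9%, and 55.2%.

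**Figure D1:**
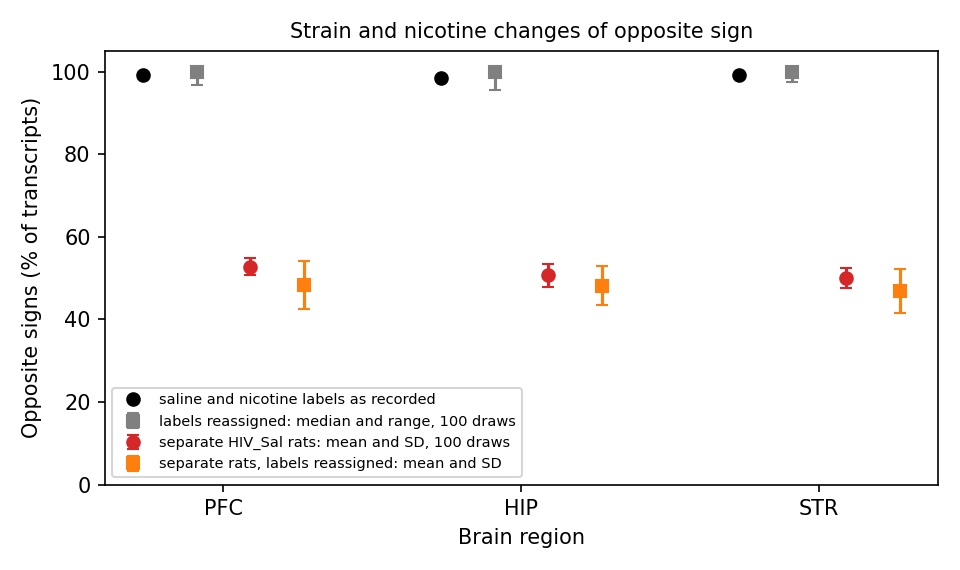
Share of transcripts with opposite directions of the strain difference and the nicotine change, in percent, by brain region. Black points are the recorded labels (99.2%, 98.4%, and 99.1%), grey squares the median and range of 100 reassignments, red points the mean and SD over 100 draws with separate HIV_Sal rats (52.8%, 50.7%, and 50.0%), and orange squares the same with reassigned labels (48.4%, 48.1%, and 46.9%). Black and grey count transcripts past the threshold in both comparisons. Red and orange count those past it between strains, whatever the size of the nicotine change.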

The mRNA expression of almost all of these genes in the HIV-1Tg rats was restored at least partially by nicotine in the HIV-1 Tg rats. The only exceptions were immunoglobulin-binding protein 1 (Igbp1) in the HIP (F344_Sal: 1.44±0.06 vs HIV_Sal: 3.55±0.41; *p*<0.05; HIV_Sal: 3.55±0.41 vs HIV_Nic: 11.41±0.24; *p*<0.01) and transcription elongation factor A N-terminal and central domain-containing protein 2 (LOC366431) in the STR (F344_Sal: 4.32±0.05 vs HIV_Sal: 3.77±0.05; *p*<0.01; HIV_Sal: 3.77±0.05 vs HIV_Nic: 3.28±0.03; *p*<0.01), in which nicotine worsened their expression in the HIV-1 Tg rats as compared to F344_Sal controls.

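Transcripts that changed in the same direction between strains and by nicotine numbered 1 in the PFC, 2 in the HIP, and 2 in the STR. Such small numbers moved with single libraries. The PFC had 2 without any 1 of F344_Sal rats 3, 9, and 12, HIV_Nic rat 8, and HIV_Sal rat 6, and the HIP had 5 without HIV_Nic rat 4 and 4 without HIV_Nic rat 8 or 9. The STR had 1 without any 1 of F344_Sal rats 2, 3, and 5, HIV_Nic rats 1, 2, 3, 4, 6, and 7, and HIV_Sal rats 1, 2, 3, 4, 6, 7, 10, and 11. The processing moved them further. They were 10, 12, and 9 with the study's removal of outliers and limma, and with outliers beyond 2 interquartile ranges, chosen after the data were examined, 5, 6, and 8. The PFC had 0 with a mean FPKM of at least 1, and the STR had 0 with a pseudocount of 1, with median scaling, and with only the 24 samples compared. With the Tukey-Kramer test on outliers removed beyond 2 interquartile ranges, the PFC and HIP had 0. The HIP had 4 with sample weights and with averages over transcripts of any class. None of the transcripts searched in the HIP had the means and SEMs given for Igbp1, and none in the STR had those given for LOC366431, so no values are given for them.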

**Table 1:** Number of genes differentially expressed in HIV-1Tg rats and affected by nicotine.

Gene Groups		PFC	HIP	STR
A): Genes differentially expressed in HIV-1 Tg rats (HIV _Sal vs. F344_ Sal)		439	505	508
Genes abnormally expressed and further affected by nicotine in HIV-1Tg rats (HIV_Sal vs. F344_Sal & HIV_Nic vs. HIV_Sal)	B): All	89	115	79
	C): Restored by nicotine treatment	89	114	78
	D): Worsened by nicotine treatment	0	1	1

Number of genes with significant expression differences between saline-treated HIV-1Tg rats (HIV_Sal) and F344 rats (F344 _Sal) (Row A). Some of these genes were further altered by nicotine treatment in HIV-1 Tg rats (Row B), with most restored by nicotine treatment (Row C); only two genes had their expression worsened by nicotine (Row D) in the prefrontal cortex (PFC), dorsal hippocampus (HIP), or dorsal striatum (STR) of HIV-1Tg rats.

### Nicotine-restored Pathways in the Brains of HIV-1Tg Rats

The IPA pathway analysis of the genes restored by nicotine in the HIV-1Tg rats revealed different pathways in distinct brain regions (Figure 1). In the PFC, the pathways significantly restored by nicotine were: Wnt/β-catenin signaling, ephrin B signaling, N-glycan biosynthesis, nucleotide sugars metabolism, ephrin receptor signaling, assembly of RNA polymerase I complex, melatonin signaling, and glycine, serine, and threonine metabolism. In the HIP, the pathways restored by nicotine were CREB signaling, glutathione metabolism, assembly of RNA polymerase II complex, estrogen receptor signaling, riboflavin metabolism, α-adrenergic signaling, CDK5 signaling, nucleotide excision repair pathway, protein kinase A signaling, glutamate receptor signaling, neurotrophin/TRK signaling, glucocorticoid receptor signaling, JAK/stat signaling, and chemokine signaling. In the STR, the nicotine-restored pathways were: TCA cycle II (eukaryotic), calcium signaling, mechanisms of viral exit from host cells, MSP-RON signaling, regulation of eIF4 and p70S6K signaling, tight junction signaling, EIF2 signaling, tetrapyrrole biosynthesis II, aspartate degradation II, leukocyte extravasation signaling, UDP-N-acetyl-D-glucosamine biosynthesis II, agrin interactions at neuromuscular junction, clathrin-mediated endocytosis signaling, and ILK signaling.

**Figure 1:**
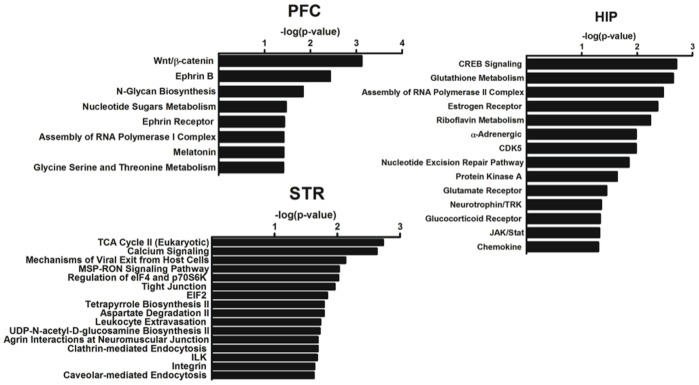
Pathways significantly restored by nicotine in the prefrontal cortex (PFC), dorsal hippocampus (HIP), and dorsal striatum (STR) of HIV-1Tg rats. P-value was calculated using Fisher’s exact test, which denotes the probability of overlap between the pathways and the input genes.

### Genes in the Two Most Significantly Restored Pathways in each Brain Region

In the PFC (Figure 2, Table 2), the genes in the Wnt/beta catenin signaling and ephrin B signaling pathways overlapped to some degree. Compared with F344_Sal rats, HIV_Sal rats showed decreased mRNA expression for wingless-related MMTV integration site 5A (*Wnt5a*), wingless-type MMTV integration site 7A (*Wnt7a*), Axin-1 (*Axin1*), fibroblast growth factor 9 (*Fgf9*), Eph receptor B1 (*Ephb1*), and mitogen-activated protein kinase 8 interacting protein 2 (*Mapk8ip2*). Conversely, the HIV_Sal rats showed higher mRNA expression for guanine nucleotide-binding protein G(o) subunit alpha (*Gnao1*) than did F344_Sal rats. 

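The tables do not pair transcripts with gene names, so a transcript was linked to a gene only where its 4 geometric group means and 4 SEMs on the log2 scale equalled all 8 numbers of Table 2, within 0.0051. This search was designed after the data were examined, with 20 settings for low values and outliers. It gave exactly 1 transcript for 9 of the 24 entries of Table 2, and 0 matches in the tables of another region. In the PFC it found 4 of 7 genes: Wnt7a, Axin1, Fgf9, and Ephb1. All the rats that have a value were kept for the transcripts so linked. The Axin1 transcript had a geometric mean FPKM of 4.47 in F344_Sal and 2.79 in HIV_Sal rats (n = 12 each), a log2 fold change of -0.66 (SE 0.24, p = 0.00885). For Wnt7a, an assembled transcript that matches the annotation only in part, the geometric means were 5.59 in the 10 F344_Sal and 4.46 in the 11 HIV_Sal rats with a value. Its log2 fold change was -0.32 (SE 0.13, p = 0.0186), and the direction reversed to 0.19 where missing values were set to 0. Without HIV_Sal rat 4 or 12 it was -0.24 or -0.25 and not past the threshold. The Fgf9 transcript had a log2 fold change of -0.83 (SE 0.41, p = 0.049), from a geometric mean of 2.65 to 1.45 FPKM, with rats between 0.423 and 5.82 FPKM in the F344_Sal group. It stayed past the threshold without any 1 of F344_Nic rats 4, 8, and 11, F344_Sal rats 7 and 12, HIV_Nic rat 8, and HIV_Sal rats 2, 6, 7, 10, 11, and 12, and lost it without any 1 of the other 36 rats, with log2 fold changes between -1.05 and -0.69 over all 48. For Ephb1 the geometric means were 7.62 and 6.82 FPKM, a log2 fold change of -0.16 (SE 0.10, p = 0.103), which is under the fold change of 1.2. Adjusted over the list alone, 2 of these 4 transcripts were past the threshold, and 0 were when limma's p-values were adjusted over all transcripts tested, where 3 had an unadjusted p under 0.05. The study chose these genes on the same samples, so the first count is not independent evidence.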

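In the PFC of the HIV-1Tg rats, nicotine raised the transcript linked to Axin1 to a geometric mean of 4.32 FPKM, a log2 fold change of 0.61 (SE 0.24, p = 0.0146 by limma). The Wnt7a transcript, with a value in 9 of the 12 HIV_Nic rats, rose by 0.38 on the log2 scale (SE 0.13, adjusted p = 0.718 by limma over all transcripts) and was past the unadjusted threshold. It fell by 0.63 where missing values were set to 0. The Fgf9 transcript rose by 0.78 (SE 0.41, p = 0.064), so the difference was not past the threshold. It passed without F344_Sal rat 7 (0.78, p = 0.0494), HIV_Nic rat 8 (0.92, p = 0.0304), or HIV_Sal rat 7 (0.85, p = 0.0497), 10 (0.91, p = 0.0315), 11 (0.89, p = 0.0369), or 12 (0.91, p = 0.0332), and with median scaling (0.86, p = 0.0444). The Ephb1 transcript changed by -0.04 (SE 0.10, p = 0.644), by 0.02 without HIV_Nic rat 10 or without rat 11, and by 0.10 (p = 0.135) without both. With values close to 0 and outliers removed within groups, the Fgf9 change was 1.00 and past the threshold. Adjusted over the list alone, 2 of the 4 were past the threshold, and over all transcripts 0 were by limma, with 2 at an unadjusted p under 0.05. In the F344 rats, none of these 4 transcripts passed the threshold with limma. Their log2 fold changes were 0.04 for Axin1 (p = 0.87), 0.02 for Wnt7a (p = 0.89), -0.27 for Fgf9 (p = 0.511), and -0.09 for Ephb1 (p = 0.347), and 0 of the 4 had an unadjusted p under 0.05. The small values for Axin1 and Wnt7a changed direction with single libraries left out, to -0.04 for Axin1 without F344_Sal rat 1 and to -0.00 for Axin1 without F344_Nic rat 10 and for Wnt7a without F344_Nic rat 3.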

The expression of all of these genes was significantly changed by nicotine in the PFC of HIV-1Tg rats, whereas nicotine significantly decreased only the expression of *Mapk8ip2* in F344 rats. After nicotine treatment, the expression of all of these genes was restored to normal in the HIV-1Tg rats, as there was no significant difference detected between HIV_Nic rats and F344_Sal control rats.

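Between HIV_Nic and F344_Sal rats, the log2 fold change of the linked transcripts in the PFC was -0.05 for Axin1 (SE 0.24, p = 0.845), -0.05 for Fgf9 (SE 0.41, p = 0.901), and 0.06 for Wnt7a (SE 0.14, adjusted p = 0.986 by limma). Single libraries changed the direction of the small values for Axin1 and Fgf9, to 0.11 and 0.02 for Axin1 without HIV_Nic rats 7 and 10 in turn, and to values between 0.03 and 0.09 for Fgf9 without any 1 of F344_Sal rats 1, 3, and 4 and HIV_Nic rat 8. With the study's removal of outliers and limma, Axin1 was 0.12 and Fgf9 -0.38. Wnt7a was -0.44 where missing values were set to 0 and -0.02 with averages over transcripts of any class. None of these values was past the threshold. For Ephb1 the log2 fold change was -0.20 (SE 0.09, p = 0.0387), under the fold change of 1.2. This value rests on HIV_Nic rats 10 and 11, which had 3.93 and 4.06 FPKM, while the other 10 HIV_Nic rats had 6.86 to 8.20 FPKM. It was -0.14 without rat 10 (p = 0.103) or without rat 11 (p = 0.113), and -0.06 (p = 0.36) without both, fits chosen after the data were examined. It was -0.08 (p = 0.0987 by limma) with the study's removal of outliers, with sample weights -0.08 (p = 0.229), and with median scaling -0.10 (p = 0.224). With averages over transcripts of any class, also chosen after the data were examined, it was -0.28 (p = 0.0461) and past the threshold.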

**Figure 2:**
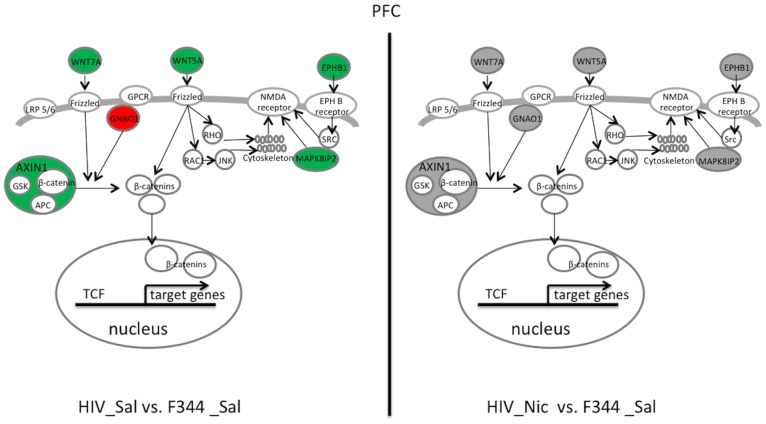
Illustration of top two pathways and related genes restored by nicotine in the prefrontal cortex (PFC) of HIV-1Tg rats. Restored genes and pathways in saline-treated (HIV_Sal, left panel) and nicotine-treated (HIV_Nic, right panel) HIV-1Tg rats are shown. Compared with saline-treated F344 (F344_Sal) control rats, genes shown in red were increased, those shown in green were decreased, and those in gray had similar mRNA expression. APC, adenomatous polyposis coli; AXIN1, Axin-1; EPHB1, Eph receptor B1; Frizzled, frizzled receptor; GNAO1, guanine nucleotide-binding protein G(o) subunit alpha; GPCR, G protein-coupled receptor; GSK, glycogen synthase kinase; JNK, c-Jun N-terminal kinase, LRP5/6, low density lipoprotein receptor-related protein; MAPK8IP2, mitogen-activated protein kinase 8-interacting protein 2; RAC1, ras-related C3 botulinum toxin substrate 1; RHO, rhodopsin; SRC, v-src sarcoma; TCF, transcription factor; WNT5A, wingless-related MMTV integration site 5A; WNT7A, wingless-type MMTV integration site 7A.

**Table 2:** The expression of genes in the top two pathways restored by nicotine in HIV-1Tg rats.

Brain Region	Gene Symbol	Gene Name	F344_Sal	F344_Nic	HIV_Sal	HIV_Nic
**PFC**	**Wnt/beta catenin and Ephrin B signaling**					
	*Wnt5a*	Wingless-related MMTV integration site 5A	0.65±0.10	0.43±0.27	0.36±0.23*	0.72±0.13†
	*Wnt7a*	Wingless-type MMTV integration site 7A	5.59±0.03	5.66±0.03	4.45±0.14*	5.63±0.05†
	*Axin1*	Axin-1	4.46±0.11	4.59±0.09	2.77±0.24*	4.83±0.14††
	*Gnao1*	Guanine nucleotide-binding protein G(o) subunit alpha	53.95±0.06	64.43±0.08	74.42±0.16*	54.34±0.07†
	*Fgf9*	Fibroblast growth factor 9	3.68±0.14	2.89±0.15	1.41±0.37***	2.83±0.10†
	*Ephb1*	Eph receptor B1	7.75±0.02	7.34±0.02	6.82±0.03***	7.31±0.03†
	*Mapk8ip2*	Mitogen-activated protein kinase 8 interacting protein 2	69.83±0.11	27.24±0.41†	11.16±0.08***	34.78±0.32††
**HIP**	**CREB signaling**					
	*Cabp1*	Calcium-binding protein 1	13.45±0.09	9.12±0.08†††	9.86±0.08**	13.02±0.13†
	*Calm3*	Calmodulin 3	516.89±0.12	509.81±0.04	300.72±0.34*	519.39±0.07†
	*Gnal*	Guanine nucleotide binding protein, alpha stimulating, olfactory type	12.32±0.08	7.95±0.23	5.46±0.32**	14.74±0.08†††
	*Ntrk2*	Neurotrophic tyrosine kinase, receptor, type 2	44.77±0.12	58.24±0.07	26.56±0.27*	47.22±0.15†
	*Polr2c*	Polymerase (RNA) II (DNA directed) polypeptide C	23.40±0.05	23.69±0.04	7.50±0.43**	26.10±0.07†††
	**glutathione metabolism**					
	*Gsr*	Glutathione reductase	13.05±0.04	11.76±0.06	10.92±0.02**	12.94±0.05††
	*Gstm7*	Glutathione S-transferase, mu 7	110.40±0.07	107.17±0.04	86.55±0.10**	112.61±0.04††
	*Cflar*	CASP8 and FADD-like apoptosis regulator	2.13±0.08	2.09±0.08	1.45±0.19**	2.35±0.04†††
	*Plch1*	Phospholipase C, eta 1	0.56±0.27	0.48±0.19	1.17±0.10*	0.54±0.21††
**STR**	**TCA cycle**					
	*Idh3B*	Isocitrate dehydrogenase 3 (NAD+) beta	68.88±0.07	46.58±0.14†	46.54±0.17*	71.29±0.05†
	*Mdh1*	Malate dehydrogenase 1, NAD (soluble)	37.49±0.05	34.35±0.04	102.42±0.44**	38.26±0.04††
	*Ndufs4*	NADH dehydrogenase (ubiquinone) Fe-S protein 4	34.87±0.47	92.84±0.05†	90.32±0.03*	16.75±0.23†††
	*Plaa*	Phospholipase A2, activating protein	2.43±0.14	2.90±0.05	8.57±0.04***	3.10±0.30†††
	**Calcium signaling**					
	*Chp*	Calcium-binding protein p22	5.45±0.13	5.14±0.11	12.36±0.14***	6.80±0.21††
	*Ephb1*	Eph receptor B1	15.91±0.05	13.60±0.08	7.93±0.29***	12.83±0.12†
	*Letm1*	Leucine zipper-EF-hand-containing transmembraneprotein 1	63833.44±0.10	88257.60±0.11	105319.91±0.25*	64125.09±0.20†
	*Rap1b*	RAS-related protein 1b	24.66±0.09	22.30±0.13	13.56±0.30**	25.37±0.09††

The expression of genes in the pathways most significantly restored by nicotine in the prefrontal cortex (PFC), dorsal hippocampus (HIP), or dorsal striatum (STR) of HIV-1Tg rats. Data are expressed as the mean of fragments per kilobase of exon per million fragments mapped (FPKM) ± SEM in saline-treated F344 (F344_Sal), nicotine-treated F344 (F344_Nic), saline-treated HIV-1Tg (HIV_Sal), and nicotine-treated HIV-1Tg (HIV_Nic) rats.

* *p*<0.05,

** *p*<0.001,

*** *p*<0.001 indicate significant strain differences;

† *p*<0.05,

†† *p*<0.01,

††† *p*<0.001 indicate significant drug effects within each strain.

In the HIP (Figure 3, Table 2), the genes involved in CREB signaling, including calcium-binding protein 1 (*Cabp1*), calmodulin 3 (*Calm3*), guanine nucleotide-binding protein, alpha stimulating, olfactory type (*Gnal*), neurotrophic tyrosine kinase receptor, type 2 (*Ntrk2*), and polymerase (RNA) II (DNA-directed) polypeptide C (*Polr2c*) showed significantly less expression in the HIV_Sal group than in the F344_Sal group. The mRNA expression of all these genes were altered by nicotine in the HIV-1Tg rats, whereas only *Cabp1* was significantly decreased by nicotine in the F344 rats. These genes were all restored by nicotine to normal in the HIV-1 Tg rats, as there was no significant difference between HIV_Nic and F344 _Sal rats. Glutathione metabolism-related genes, including glutathione reductase (*Gsr*), glutathione S-transferase, mu 7 (*Gstm7*), and CASP8 and FADD-like apoptosis regulator (*Cflar*), were downregulated and phospholipase C, eta 1 (*Plch1*) was upregulated in the HIP of HIV_Sal compared with F344_Sal group. All of these genes were significantly changed by nicotine treatment in the HIV-1Tg but not F344 rats. 

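In the HIP, 2 of 9 entries were linked to a transcript by the values in Table 2: Cflar and Plch1. The Cflar transcript had a mean FPKM of 2.04 ± 0.565 (SD, n = 12) in F344_Sal and 1.60 ± 0.767 (SD, n = 12) in HIV_Sal rats. The log2 difference was -0.39 (SE 0.32, p = 0.231 by limma), within the spread between rats. The spread of the fit rests in part on HIV_Nic rat 4, with 0 FPKM, and without it the same difference had an SE of 0.18 (p = 0.0365) and was past the threshold, in a fit chosen after the data were examined. The Plch1 transcript had 0.607 ± 0.422 (SD, n = 12) and 0.862 ± 0.538 FPKM (SD, n = 12), with rats from 0 to 1.38 and from 0 to 1.63 FPKM. The log2 fold change of 0.31 (SE 0.42, p = 0.467) was also within the spread, and single libraries moved it between 0.08 (without F344_Sal rat 5) and 0.57 (without HIV_Sal rat 6 or 7). With all rats, neither difference had an unadjusted p under 0.05, and 0 of the 2 were past the threshold adjusted over the list alone or over all transcripts. With values close to 0 and outliers removed within groups, the log2 fold changes were -0.56 for Cflar and 1.00 for Plch1, both past the threshold by limma and by the Tukey-Kramer test.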

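After nicotine, the linked Cflar transcript in the HIP of HIV-1Tg rats changed by 0.30 on the log2 scale (SE 0.32, p = 0.367 by limma) and that of Plch1 by -0.14 (SE 0.42, p = 0.744). The Cflar value rests on HIV_Nic rat 4, which had 0 FPKM, while the other 11 HIV_Nic rats had 2.14 to 2.96 FPKM. That library lay apart from the others, at 120.5 on the first principal component and with a median correlation of 0.785. Without it the Cflar change was 0.68 (SE 0.19, p = 0.00067) and past the threshold, in a fit chosen after the data were examined. With sample weights it was 0.58 (p = 0.0236), also past it. With values close to 0 and outliers removed within groups, these were 0.67 and -1.20, and both passed the threshold. With a pseudocount of 0.01 the Plch1 change was 0.30, in the other direction, and with single libraries left out it lay between -0.40 (without HIV_Sal rat 6 or 7) and -0.02 (without HIV_Sal rat 8). In the F344 rats the log2 fold changes were 0.09 for Cflar (p = 0.775) and -0.18 for Plch1 (p = 0.666), which became -0.03 without F344_Sal rat 9 and 0.03 without F344_Nic rat 5.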

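Between HIV_Nic and F344_Sal rats, the linked transcripts in the HIP differed by -0.10 for Cflar (SE 0.32, p = 0.763) and by 0.17 for Plch1 (SE 0.42, p = 0.688) on the log2 scale. Without HIV_Nic rat 4, which had 0 FPKM, the Cflar difference was 0.29 (SE 0.19, p = 0.129), in the other direction. The Plch1 difference also changed direction, to -0.06, without F344_Sal rat 5. With values close to 0 and outliers removed within groups, both changed direction, to 0.11 for Cflar and -0.20 for Plch1. These values were not past the threshold by limma. Neither transcript had differed between HIV_Sal and F344_Sal rats past the threshold when all rats were kept.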

After nicotine treatment, the expression of all these genes in the HIV-1Tg rats was similar to that in the F344_Sal group.

**Figure 3:**
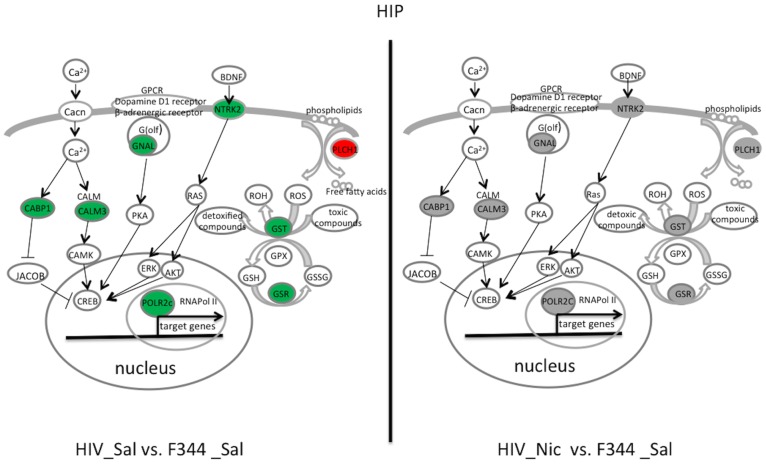
Illustration of top two pathways and related genes restored by nicotine in the dorsal hippocampus (HIP) of HIV-1Tg rats. Restored genes and pathways in saline-treated (HIV_Sal, left panel) and nicotine-treated (HIV_Nic, right panel) HIV-1Tg rats are shown. Compared with saline-treated F344 (F344_Sal) control rats, genes shown in red were increased, those shown in green were decreased, and those in gray had similar mRNA expression. AKT, v-akt murine thymoma viral oncogene homolog; CABP1, calcium-binding protein 1;Cacn, Ca^2+^ channel; CALM, calmodulin; CALM3, calmodulin 3; CAMK, calcium/calmodulin-dependent protein kinase; CREB, cAMP-responsive element-binding protein; BDNF, brain-derived neurotrophic factor; ERK, mitogen-activated protein kinase; G(olf), guanine nucleotide-binding protein complex, olfactory type; GNAL, guanine nucleotide-binding protein, alpha stimulating, olfactory type; GPX, glutathione peroxidase; GSH, glutathione; GSR, glutathione reductase; GST, glutathione-S-transferase; GSSG, glutathione disulfide; NTRK2, neurotrophic tyrosine kinase receptor, type 2; PKA, protein kinase A; PLCH1, phospholipase C, eta 1; POLR2C, polymerase (RNA) II polypeptide C; ROH, reduction product of reactive oxygen species; ROS, reactive oxygen species.

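In the STR, 3 of 8 entries were linked to a transcript by the values in Table 2: Mdh1, Ephb1, and Rap1b. The Mdh1 transcript took either low or high values in each group. Above 100 FPKM were 3 of 12 F344_Sal, 2 of 12 F344_Nic, 6 of 12 HIV_Sal, and 3 of 12 HIV_Nic rats. The lowest of these was 203 FPKM, and the highest of the other rats was 50.9 FPKM, both in the HIV_Sal group. With all rats, the geometric mean was 64.1 FPKM in F344_Sal and 102 FPKM in HIV_Sal rats, a log2 fold change of 0.68 (SE 0.57, p = 0.241 by limma), within the spread between rats. The means in Table 2 were obtained when values more than 1.5 interquartile ranges outside the quartiles of their group were left out, the form of the study's removal of outliers set before the data were examined. This left out 3 F344_Sal, 2 F344_Nic, 0 HIV_Sal, and 3 HIV_Nic rats, the same numbers as lie above 100 FPKM except in the HIV_Sal group. The geometric means were then 37.5 FPKM in F344_Sal and 102 FPKM in HIV_Sal rats, and the log2 fold change of 1.45 was past the threshold.

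**Figure D2:**
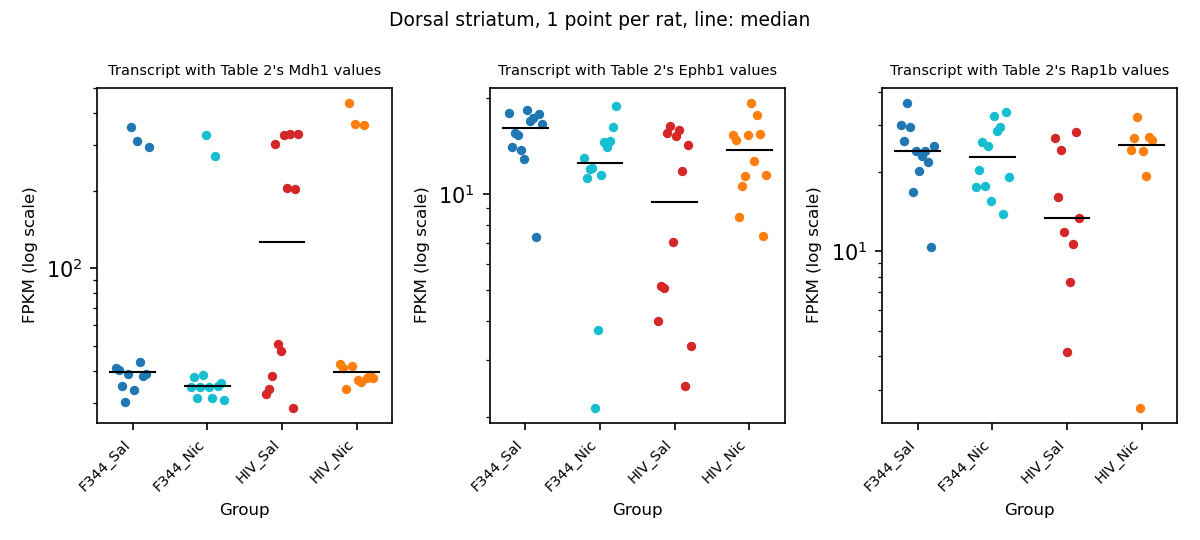
FPKM on a log scale of the transcripts with Table 2's values for Mdh1, Ephb1, and Rap1b in the dorsal striatum, by group. Each point is 1 rat and each line the median of the group. For Mdh1, 3, 2, 6, and 3 rats lie above 100 FPKM in F344_Sal, F344_Nic, HIV_Sal, and HIV_Nic.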

In the STR (Figure 4 and Table 2), the mRNA expression of TCA cycle-related genes, including malate dehydrogenase 1, NAD (Mdh1), NADH dehydrogenase (ubiquinone) Fe-S protein 4 (*Ndufs4*), and phospholipase A2 activating protein (*Plaa*) were upregulated, while isocitrate dehydrogenase 3 (NAD+) beta (*Idh3B*) was downregulated in the HIV_Sal compared with F344_Sal rats. The expression of *Idh3B* was increased by nicotine in the HIV-1Tg rats while it was decreased in the F344 rats. In contrast, *Ndufs4* was downregulated by nicotine treatment in the HIV-1Tg rat, whereas it was upregulated by nicotine in the F344 rats. Both *Mdh1* and *Plaa* were downregulated by nicotine in the HIV-1Tg rats but were not changed by nicotine in the F344 rats as compared to their saline treated controls. 

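For the linked Mdh1 transcript in the STR, nicotine brought the geometric mean to 68.2 FPKM in HIV-1Tg rats, a log2 fold change of -0.59 (SE 0.57, p = 0.309 by limma). With outliers removed within groups it was -1.42 and past the threshold, since the high values of 3 HIV_Nic rats and of 0 HIV_Sal rats were then left out. In the F344 rats the geometric mean after nicotine was 49.3 FPKM, a change of -0.38 on the log2 scale (SE 0.57, p = 0.511).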

After nicotine treatment, the expression of all of these genes showed no differences between HIV-1 Tg and F344_Sal rats. 

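The Ephb1 transcript linked in the STR had a mean FPKM of 15.3 ± 3.09 (SD, n = 12) in F344_Sal and 9.66 ± 5.59 (SD, n = 12) in HIV_Sal rats. Its log2 fold change was -0.90 (SE 0.29, p = 0.00361 by limma), and the adjusted p over all transcripts was 0.361. For Rap1b, 9 of the 12 HIV_Sal rats had a value, with a mean FPKM of 15.9 ± 8.62 (SD) against 23.9 ± 6.66 (SD, n = 12) in F344_Sal rats. The difference on the log2 scale was -0.75 (SE 0.32, adjusted p = 0.616 by limma) and past the unadjusted threshold. Without HIV_Sal rat 7 or 8 it was -0.54 or -0.65 and not past it, and with averages over transcripts of any class it was -0.21, also not past it. Adjusted over the list alone, 2 of the 3 linked transcripts were past the threshold between strains, and over all transcripts tested with limma 0 were, with 2 at an unadjusted p under 0.05. The first count is not independent evidence, as the study chose the genes on these samples.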

In calcium signaling, the expression of calcium-binding protein p22 (*Chp*) and leucine zipper-EF-hand-containing transmembrane protein 1 (*Letm1*) were increased, whereas the expression of Eph receptor B1(*Ephb1*) and RAS-related protein 1b (*Rap1b*) was decreased in the HIV_Sal compared with the F344_Sal group. 

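Nicotine raised the linked Ephb1 transcript in the STR of HIV-1Tg rats to a mean FPKM of 13.3 ± 3.61 (SD, n = 12), a log2 fold change of 0.68 (SE 0.29, p = 0.024 by limma, adjusted p = 0.577). It was not past the threshold without HIV_Sal rat 1 (0.59, p = 0.0507), 10 (0.54, p = 0.0655), or 12 (0.57, p = 0.0565). The Rap1b transcript changed by 0.49 (SE 0.36, adjusted p = 0.827 by limma), with a value in 8 of the 12 HIV_Nic rats. It was not past the threshold with all values and was past it, at 0.90, when outliers were removed within groups or when HIV_Nic rat 7 alone was left out. In the F344 rats, the log2 fold changes were -0.50 for Ephb1 (SE 0.29, p = 0.0925), or -0.60 (p = 0.0497) and past the threshold without F344_Sal rat 10, and -0.04 for Rap1b (SE 0.30, p = 0.892), which became 0.01, 0.02, and 0.02 without F344_Nic rat 6, F344_Nic rat 10, and F344_Sal rat 3 in turn. Adjusted over the list alone, nicotine changed 0 of the 3 linked transcripts in the HIV-1Tg rats past the threshold, and over all transcripts 0 by limma, with 1 at an unadjusted p under 0.05.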

Nicotine decreased the expression of *Chp* and *Letm1*, and increased the expression of *Ephb1* and *Rap1b*, in the HIV-1Tg rats, whereas it had no effect on the expression of any of these genes in the F344 rats. 

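Between HIV_Nic and F344_Sal rats in the STR, the linked transcripts differed on the log2 scale by -0.22 for Ephb1 (SE 0.29, p = 0.466), -0.26 for Rap1b (SE 0.33, adjusted p = 0.873 by limma), and 0.09 for Mdh1 (SE 0.57, p = 0.875). Without HIV_Nic rat 7 the Rap1b difference was 0.14, in the other direction. That of Mdh1 was also in the other direction without HIV_Nic rat 4 (-0.15), 6 (-0.13), or 9 (-0.13), or F344_Sal rat 4 (-0.01). With FPKM summed per gene, or where missing values were set to 0, the Rap1b difference was -2.79 and past the threshold, since 0 then stands for missing values in both.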

After nicotine treatment, all of these genes in the HIV-1Tg rats were expressed to a degree similar to that in the F344_Sal group.

**Figure 4:**
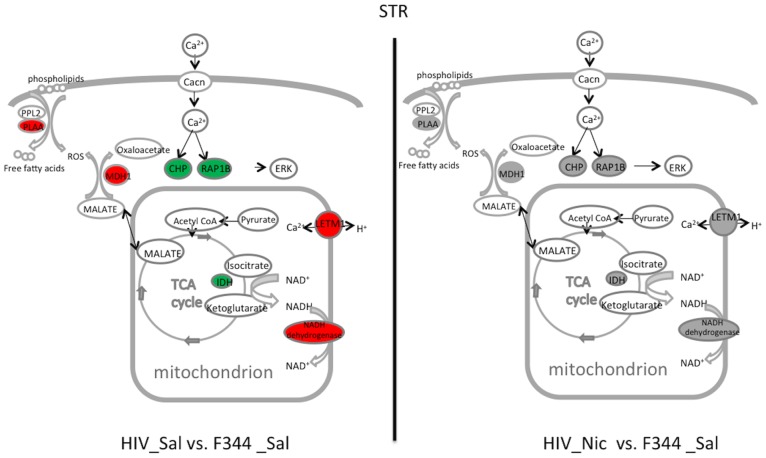
Illustration of top two pathways and related genes restored by nicotine in the dorsal striatum (STR) of HIV-1Tg rats. Restored genes and pathways in saline-treated (HIV_Sal, left panel) and nicotine-treated (HIV_Nic, right panel) HIV-1Tg rats are shown. Compared with saline-treated F344 (F344_Sal) control rats, genes shown in red were increased, those shown in green were decreased in expression, and those in gray showed similar mRNA expression. Cacn, Ca^2+^ channel; CHP, ERK, mitogen-activated protein kinase; IDH, isocitrate dehydrogenase; LETM1, leucine zipper-EF-hand-containing transmembrane protein 1; MDH1, malate dehydrogenase 1, NAD (soluble); PLAA, phospholipase A2, activating protein; PPL2, phospholipase 2; RAP1B, RAS related protein 1b; ROS, reactive oxygen species.

## Discussion

Studies of the effects of nicotine on HIV-1 pathogenesis are still few. Our exon-wide gene expression analyses showed that nicotine, at least partially, reversed abnormal gene expression in the CNS of HIV-1Tg rats. This finding is consistent with those of previous studies suggesting that HIV-1 proteins and nicotine have opposite effects by regulating their shared pathways in opposite directions [18], [21], [41].

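The transcripts changed both between strains and by nicotine were compared across regions, among the transcripts tested in both regions of a pair. The PFC and HIP shared 0 of 119 and 123 such transcripts, where independent lists would share 1.13. The PFC and STR shared 2 of 117 and 218 (1.97 if independent), and the HIP and STR shared 5 of 120 and 218 (2.00 if independent). No such transcript was shared by all 3 regions. A difference between regions in the response of single transcripts was not tested.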

By evaluating brain regions important in cognition and motor control, we found that nicotine restored the gene expression in the HIV-1 Tg rats in a brain region-dependent manner. Although the mechanisms underlying the brain region differences are still less clear, it may result from expression of different nicotinic receptors and distinct neurochemistry [50], [51].

### Prefrontal Cortex

Among the pathways restored by nicotine in the PFC of HIV-1Tg rats, Wnt/β-catenin signaling was the most significant. Such signaling, also known as canonical Wnt signaling, is activated by the binding of Wnt ligands to the frizzled membrane receptors and their co-receptors (LRP5/6), which prevents degradation of β-catenin. The stabilized β-catenin enters the nucleus and regulates gene transcription [52]. Our data demonstrated that the abnormal expression of a few genes of Wnt/β-catenin signaling in the HIV-1Tg rats, including the downregulation of *Wnt5a*, *Wnt7a*, and *Axin1* and the upregulation of *Gnao1*, was restored by nicotine to a level similar to that in saline-treated F344 rats. Moreover, we observed that the decreased expression of Fgf9, a fibroblast growth factor with neuroprotective function [53], in the HIV-1Tg rats was increased by nicotine treatment. Wnt/β-catenin signaling plays a major role in the early development of the nervous system, and activation of this pathway has a neuroprotective effect in adults [54], [55]. Recent studies have shown that Wnt/β-catenin signaling is also essential in myelin gene expression and myelinogenesis [56], which is important in neuronal survival [57]. Therefore, restoration of Wnt/β-catenin pathways and related genes suggests that nicotine can enhance neuronal survival in the PFC of HIV-1Tg rats. This effect is important since neurodegeneration and central demyelination have been documented in HIV-1 infected patients and animal models [58]–[60] and related to neurocognitive deficits [6]. Our data also showed that the expression of a few genes regulating the function of NMDA receptor was restored by nicotine in the HIV-1 Tg rats. Firstly, the expression of Wnt5a, which positively regulates synaptic plasticity and NMDA-mediated glutamatergic transmission via the non-canonical pathways [61]–[63], was increased to normal by nicotine in the HIV-1 Tg rats Secondly, ephrin B and ephrin receptor signaling, which regulate synaptic formation and plasticity by interacting with NMDA receptors [64]–[67], was significantly restored by nicotine. Thirdly, the decreased expression of *Mapk8ip2*, a scaffold protein facilitating the activity of the NMDA receptor [68], in the HIV-1 Tg rats was increased by nicotine treatment. Our previous study has shown obvious deficits in learning and memory in the HIV-1Tg rats [16], [43]. Given that neuroplasticity and NMDA-mediated glutamatergic transmission in the PFC is important in learning and memory [69], our data indicate that nicotine improves PFC-mediated learning and memory in HIV-1Tg rats by restoring the expression of genes modulating NMDA receptor activity.

### Hippocampus

Our pathway analysis showed that CREB signaling was most significantly restored by nicotine in the HIP of HIV-1Tg rats. The CREB proteins are a class of transcription factors that bind to selected cAMP-response element (CRE) segments of DNA and catalyze the transcription of these genetic sequences. HIV-1Tg rats showed decreased expression of Calm3 and Cabp1which are calcium sensor proteins activating CREB signaling in a Ca^2+^-dependent manner [63], [70], [71]. The expression of these genes was normal following nicotine treatment. Furthermore, nicotine increased the expression of Gnal, a subunit of G protein [G(olf)], in the HIV-1 Tg rats. G(olf) is well known to regulate signal transduction of G(olf)-coupled receptors such as the dopamine D1 and -adrenergic receptors and thus induces gene expression through CREB signaling [72], [73]. We also observed the expression of Ntrk2, the receptor for BDNF/NT-3, was increased in nicotine-treated HIV-1Tg rats. Ntrk2 regulates CREB activity by several mechanisms, including via the ERK pathway [74]. Together, our data indicate a downregulation of CREB signaling in HIV-1Tg rats, which is consistent with a previous study showing decreased CREB phosphorylation in the brain of this transgenic model [18]. Our data further suggest that nicotine restores CREB-dependent gene regulation by improving signaling from Ca^2+^, G-protein-coupled receptors and growth factors. CREB signaling is critical in long-term synaptic plasticity and neuronal survival and therefore has been implicated as an important regulator of long-term memory [75], [76]. Nicotine therefore may improve HIP-dependent learning and memory by restoring CREB signaling in the HIP of HIV-1Tg rats.

HIV-1-infected patients have a higher incidence of oxidative stress, and animal studies show that HIV-1 viral proteins induce oxidative stress in the cardiovascular system [74], [75]. Consistent with these studies, our data indicate increased oxidative stress in the brains of HIV-1 Tg rats. This is reflected by abnormal glutathione metabolism, which is important in coping with oxidative stress, in the HIV-1Tg rats. Furthermore, we found that glutathione metabolism was significantly restored by nicotine in the HIP, with increased expression of GSR and GSTM2 in the nicotine-treated compared with saline-treated HIV-1Tg rats. Glutathione is one of the most abundant antioxidants in the brain and protects cells from oxidative stress-induced damage. Both GSR and GSTM7 are important enzymes, catalyzing glutathione recycling and its detoxification, respectively [77]. A decreased amount of glutathione and abnormal activities of these enzymes have been associated with aging and many neurodegenerative diseases, including AD and PD [78]–[80]. Therefore, restoration of glutathione metabolism by nicotine may protect neurons from oxidative stress-induced degeneration.

Oxidative stress also can be induced by overactivation of phospholipases, which regulate the turnover of free fatty acids in membrane phospholipids [81]. We observed overexpression of a phospholipase C (Plch1) in the HIV-1Tg rats, which was corrected by nicotine treatment. In addition, we noted that the expression of Cflar, a member of the death effector domain family [82], was restored by nicotine in the HIV-1Tg rats. These data further suggest that nicotine exerts a neuroprotective effect in the HIP of HIV-1Tg rats by decreasing oxidative stress.

### Striatum

In the STR of HIV-1Tg rats, the tricarboxylic acid (TCA) cycle was the most significant pathway restored by nicotine. The TCA cycle, also known as the citric acid or Krebs cycle, is the major pathway for energy generation. In the mitochondria of eukaryotic cells, the TCA cycle and its closely linked pathway, the oxidative phosphorylation pathway, oxidize nutrients to produce usable energy in the form of ATP. Our data suggest that nicotine restores the function of the TCA and its related pathways. Firstly, we discovered downregulation of the expression of isocitrate dehydrogenase (*Idh3B*), which catalyzes the rate-limiting step of the TCA cycle, in the HIV-1Tg rats. This alteration was reversed by nicotine treatment. Secondly, a NADH dehydrogenase (*Ndufs4*), which catalyzes the first step of oxidative phosphorylation, was overexpressed in the HIV-1 Tg rats but decreased to normal after nicotine treatment. This suggests overactivation of oxidative phosphorylation, which may compensate an impaired TCA cycle in the STR of HIV-1Tg rats. However, overactivaton of oxidative phophorylation increases the chance of oxidative stress. The increased oxidative stress was further supported by the increased expression of malate dehydrogenase (Mdh1), an enzyme catalyzing the oxidation of malate, and overexpression of phospholipase activating protein (Plaa), which activates phospholipase 2 to modulate the turnover of free fatty acids in membrane phospholipids [81]. The expression of all of these genes was corrected by nicotine. Therefore, our data suggest that nicotine restores the function of the TCA cycle, and reduces oxidative stress in the STR of HIV-1Tg rats, thereby enhancing neuronal survival in that brain region.

Abnormal calcium signaling has been suggested as one of the mechanisms underlying HIV-1-induced neurodegeneration [83]–[85]. Our data showed that calcium signaling was significantly restored by nicotine in the STR of HIV-1Tg rats. Ephb1, which modulates NMDA receptor-dependent calcium influx [67], was downregulated in the STR of HIV-1Tg rats. Whereas Letm1, a mitochondrial Ca^2+^/H^+^ antiporter [86], was overexpressed in the HIV-1Tg rats. Over-expression of Letm1 dramatically accelerate Ca^2+^ uptake into mitochondria [86]. Therefore, alterations in the expression of these genes indicate a decrease in cytoplasmic Ca^2+^ transduction in the STR of HIV-1Tg rats. Moreover, the expression of a few Ca^2+^-activated proteins such as Rap1b and Chp was abnormal in the HIV-1Tg rats. The mRNA expression of all these genes was reversed by nicotine in HIV-1 Tg rats, indicating restoration of Ca^2+^ signal transduction in the STR of HIV-1Tg rats. Because the STR is important in motor control, learning, and memory, nicotine may have beneficial effects on those functions by restoring important signal transduction in the STR of HIV-1Tg rats.

In addition to the brain region differences, we also noticed strain differences in response to nicotine with most of the genes altered by nicotine in HIV-1Tg rats were not significantly changed in F344 rats and some genes even showed opposite changes by nicotine as compared to that in HIV-1Tg rats. 

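Of the transcripts changed by nicotine in the HIV-1Tg rats, 7.85% in the PFC (75 of 955), 5.86% in the HIP (40 of 683), and 5.02% in the STR (49 of 976) were also changed by nicotine in the F344 rats. Of these, 32, 19, and 36 changed in the same direction in both strains and the others in opposite directions. In the F344 rats themselves, nicotine changed 1525 of 14583 transcripts in the PFC, 841 of 15022 in the HIP, and 585 of 14997 in the STR. Unrelated lists of these sizes would also share few transcripts. The small overlap therefore does not by itself show responses particular to a strain. After Benjamini-Hochberg adjustment of limma's p-values, 752, 1, and 1 remained. With single libraries left out, the HIP had 0 without any 1 of F344_Nic rats 3, 4, 6, and 9 and F344_Sal rats 3, 5, 7, 8, 9, 11, and 12, and 3 without any 1 of F344_Nic rats 1 and 10 and F344_Sal rats 1 and 2. The STR had 2 without F344_Sal rat 3 or 11. The difference between the strains in the response to nicotine was tested as an interaction. Its adjusted p was under 0.05 for 557 of 13659 transcripts in the PFC, and for 0 of 14087 in the HIP and 0 of 14012 in the STR, where 1102 and 695 had an unadjusted p under 0.05 with limma. Leaving out each library in turn gave 535 to 634 in the PFC. It gave 1 in the HIP without F344_Sal rat 4 or 7, and 1 in the STR without F344_Nic rat 7 or HIV_Nic rat 7. In the PFC, 10 of the 12 F344_Nic rats lay apart from the saline rats on the second principal component, and rats 4 and 8 did not. A processing or library batch that holds most of these samples stays open for the 752 and 557 transcripts of the PFC. Leaving out 1 library at a time cannot test such a batch.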

Although the underlying molecular mechanisms are less clear, such strain differences were unlikely due to different mRNA expression of nicotinic acetylcholine receptors as shown in our previous study [60]. This suggests that nicotine at least at the current dose has distinct neurobehavioral effects on normal and HIV-1Tg rats.

### Conclusions

Using exon-wide gene expression analyses, we demonstrated that nicotine partially corrected the abnormal gene expression and altered signaling pathways in the CNS of HIV-1Tg rats. Although this study examined only one dose of nicotine, our data strongly indicate that nicotine has beneficial effects on neurologic problems associated with HIV-1 infection, especially in patients in which viral replication is controlled, but viral proteins persist. Nicotine appeared to have neuroprotective effects by restoring distinct signaling pathways in different brain regions, thus improving cognition, learning, and memory (Figure 5). Our findings also indicate that, in addition to nicotine, other cholinergic modulators may provide potential treatments for neurologic problems associated with HIV-1 infection.

**Figure 5:**
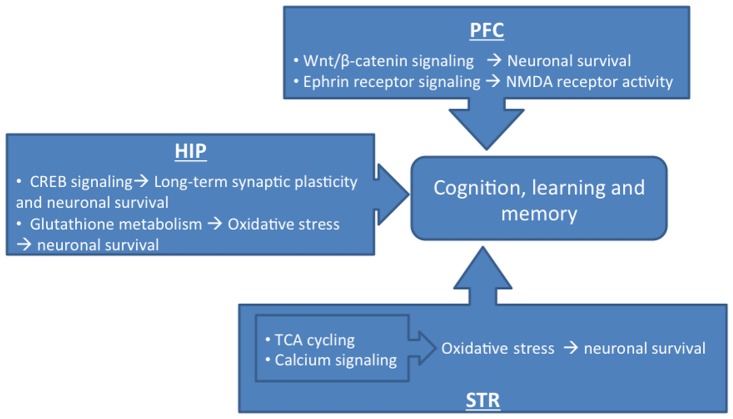
Summary of the pathways most significantly restored by nicotine in the prefrontal cortex (PFC), dorsal hippocampus (HIP), and dorsal striatum (STR) of HIV-1Tg rats and the potential effects of the restorations on those rats.

How the deposited data were processed for this re-analysis (not part of the article)

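RNA from the PFC, HIP, and STR of 4 groups of rats (F344_Sal, F344_Nic, HIV_Sal, and HIV_Nic, 12 rats each) was measured in 144 samples. The authors aligned paired-end reads to the rat genome Rn4 with Bowtie and Tophat and deposited the FPKM that Cufflinks gave for each transcript in each sample, in 6 tables, 1 for each strain and region. Versions of these tools are not given in the sources used here. Each cell packs several fields, among them base coverage and transcript length, and the FPKM field was read from it. The 144 columns were mapped by region, strain, drug, and replicate number, and 0 columns of sample values were left unused. Region and group labels could be checked only for 9 transcripts, whose group means and SEMs equal those printed in Table 2 for the same region and groups.

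From these values, transcripts that matched the annotation exactly were kept, and log2(FPKM + 0.1) was tested with limma 3.58.1 in R 4.3.3, in a fit of the 4 groups of a region with a trended prior. The study's methods name a two-way ANOVA of strain and sex, whereas the groups differ in strain and drug, and strain and drug were used. A transcript entered a comparison with FPKM above 0.01 in at least 6 of 12 rats in both groups. Changed transcripts were counted at an unadjusted p under 0.05 with a fold change over 1.2, and again after Benjamini-Hochberg adjustment. Missing values were left out of the fit. The fit was tested on simulated data, in which 200 transcripts changed by 2 on the log2 scale. After adjustment there were 5 false calls in the PFC, 12 in the HIP, and 6 in the STR.

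The read number per sample is not given in the tables used here, so the ratio of coverage to FPKM served as relative depth, and no counting error could be given. No samples were duplicates: the 2 most alike shared 2.13% of values in the PFC, and the highest correlation between 2 samples was 0.868.

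The rule for named genes, set before the data were examined, was every gene that the paper names in a region, the 2 highest and 2 lowest transcripts past the adjusted threshold in each comparison, the transcripts past it in all 3 regions, the nicotinic receptor genes, and lists of marker genes. The tables hold no gene names and the reference table used here pairs no Ensembl transcript with a symbol. The receptor genes and marker lists were therefore not analysed here, nor were the pathways, and the identifiers of transcripts past the threshold in single regions are left out. For Table 2, a transcript was linked to a gene only if 8 printed numbers were equal within 0.0051. The plan had been to take the closest of the transcripts paired with each gene, which needs such pairs. The linking used in its place, its 20 settings, and its tolerances were chosen after the data were examined. Earlier searches had also tried medians, arithmetic means, averages over transcripts, other low limits, and repeated removal of outliers. The setting with outliers beyond 2 interquartile ranges linked 8 entries, the most of any. The other 15 of the 24 entries have no values here. Neither have Igbp1 and LOC366431, which are named in the text with means and SEMs of 3 groups and were searched by these 6 numbers.

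The 11 alternatives set before the data were examined were pseudocounts of 1 and 0.01, no filter, a mean FPKM of at least 1, the study's removal of values close to 0 and of outliers beyond 1.5 interquartile ranges, the same with ANOVA and Tukey-Kramer tests, median scaling, only the 24 samples compared, sample weights, FPKM summed per gene, and the replicate number as a block. Another 5 were added after the data were examined: outliers beyond 2 interquartile ranges with each test, averages over transcripts of any class, missing values as 0, and a factor for rats 1 to 6 against 7 to 12. Also after the data were examined, each of the 48 libraries of a region was left out in turn, and in the PFC HIV_Nic rats 10 and 11 were left out together. Labels were reassigned 100 times, the 24 rats of each comparison were split 100 ways, and the HIV_Sal rats were divided 100 times, with fixed seeds. The paper cites its outlier detection without giving a limit. The 1.5 interquartile ranges are therefore an assumed setting wherever the study's removal of outliers is named.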

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

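The tests of depth, of transcript length, and of left out libraries reported here were chosen after the result was seen. A first look at length compared short and long transcripts, and the removal of the trend replaced it as the deciding test once that gap had proved narrow. The other splits of the rats were planned.

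The response to nicotine differed between the strains in the PFC, as an interaction of strain and drug, for 557 transcripts after adjustment with limma. The HIP and STR had 0, with 1102 and 695 at an unadjusted p under 0.05. Leaving out each of the 48 libraries in turn gave 535 to 634 transcripts in the PFC and 0 to 1 in the HIP and in the STR. Without HIV_Nic rats 10 and 11, the number in the PFC was 614. The interaction was not recomputed under the other alternatives. In the same region nicotine changed 0 transcripts of the HIV-1Tg rats after adjustment with limma, with 1014 at an unadjusted p under 0.05, and 752 of the F344 rats, 667 of them lower, with a median log2 fold change of -1.20 over the 752. With each of the 48 libraries left out in turn, nicotine changed between 707 and 837 transcripts in the F344 rats, and 871 without HIV_Nic rats 10 and 11. Rats 1 to 6 alone gave 596 and rats 7 to 12 alone gave 402. Only 1 of 100 splits of the 24 rats, the recorded one, changed as many transcripts as the 1564 found with these rats alone, so chance can be excluded.

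Among the 12 F344_Nic rats in the PFC, 10 lay between 44.2 and 54.6 on the second principal component, and rats 4 and 8 lay at -15.7 and -16.7. The 24 F344_Sal and HIV_Sal rats lay between -19.6 and -10.8. So not every nicotine-treated F344 rat had the pattern. HIV_Nic rats 10 and 11 lay at 35.9 and 0 on it, but these 2 libraries differed from all others in general, at 204.7 and 93.6 on the first principal component, against -8.8 to -1.3 for the other 10 HIV_Nic rats. They are therefore not counted as sharing the pattern. Rats 4 and 8 also had the highest ratios of coverage to FPKM in their group, 3.54 and 3.40.

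The tests of depth and length were run on the nicotine change in F344 rats, not on the interaction itself. A difference in depth between the groups is argued against, since F344_Nic also differed from HIV_Nic, of nearly the same median ratio (2.47 and 2.46), in 801 transcripts after adjustment. A trend with transcript length as the whole cause is argued against too. The changed transcripts were short, with a median of 651 bases against 2037 bases for those tested. Over all transcripts, the median log2 fold change of those under 700 bases minus that of those of at least 2000 bases was -0.17, against -0.10 to 0.15 in the other 8 comparisons, a narrow margin. With the trend of each sample removed, 789 transcripts were past the adjusted threshold, 654 of them shared with the 752, and that gap was then 0.10. A processing or library batch that holds most F344_Nic samples of the PFC stays open, and so does an effect of nicotine in F344 rats. No batch is given in the sources used here, and the samples' position on the second component was not used to form groups for a test.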

How the results depend on the processing

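Counts are of transcripts past p under 0.05 and a fold change over 1.2, called changed, and of those past the Benjamini-Hochberg adjusted threshold, called adjusted. Unless a cause is named, the cause of each difference was not tested. The alternatives with outliers beyond 2 interquartile ranges, averages over any class, missing values as 0, the factor for rats, and the fits with libraries left out were chosen after the data were examined, and the others before the data were examined. Counts are given in the order strain difference, nicotine in HIV-1Tg, nicotine in F344, and changed in both, for those that moved by over 1.5 times. Counts not named stayed within 1.5 times. Over the 16 alternatives other than left out libraries, between 38 and 66 results each kept their direction and side of the threshold, or their count within 1.5 times.

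Without a filter, more transcripts were tested. The changed counts were 1139, 1713, 2315, and 275 in the PFC, 1332, 1286, 1520, and 292 in the HIP, and 1585, 1644, 1165, and 421 in the STR. In the HIP, 4 strain differences and 2 nicotine changes in F344 rats were adjusted.

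With the study's removal of values close to 0 and of outliers within groups, tested by limma, the changed counts were 1454, 1550, 2467, and 381 in the PFC, 1604, 1505, 1763, and 396 in the HIP, and 1800, 1860, 1397, and 426 in the STR. The adjusted counts were 36, 25, and 1354 in the PFC, 54, 26, and 94 in the HIP, and 150, 259, and 19 in the STR. Removal within groups narrows the spread within groups by construction. Of the linked Table 2 transcripts, 2 in the HIP and 3 in the STR passed in both comparisons. With the ANOVA and Tukey-Kramer test on these values, nicotine in HIV-1Tg rats changed 582 in the PFC, and 143 changed in both comparisons in the STR. Adjusted counts were 9 strain differences and 1 nicotine change in HIV-1Tg rats in the PFC, 13, 3, and 7 in the HIP, and 27, 73, and 3 in the STR. Again 2 linked transcripts passed in the HIP and 3 in the STR.

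With outliers beyond 2 interquartile ranges and limma, 1255 strain differences, 2305 nicotine changes in F344 rats, and 316 in both were found in the PFC. The counts were 1391, 1331, 1581, and 316 in the HIP, and 1613, 1666, 1219, and 372 in the STR. The adjusted counts were 14, 15, and 1211 in the PFC, 24, 2, and 38 in the HIP, and 100, 184, and 4 in the STR. With the Tukey-Kramer test, the changed counts were 395, 455, and 55 in both in the PFC, with nicotine in HIV-1Tg rats 454, in F344 rats 554, and 72 in both in the HIP. In the STR, 541 differed between strains, nicotine changed 620 in HIV-1Tg rats, and 111 changed in both. The adjusted counts were 6 strain differences and 1 nicotine change in HIV-1Tg rats in the PFC, 2 nicotine changes in F344 rats in the HIP, and 18 strain differences and 3 nicotine changes in F344 rats in the STR. The share in opposite directions was 100% in the PFC and 100% in the HIP. Both tests passed 2 linked transcripts in the HIP and 3 in the STR.

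With a pseudocount of 1, nicotine in HIV-1Tg rats gave 2 adjusted in the PFC, and 1 linked transcript passed there. In the STR, 16 strain differences and 0 nicotine changes in F344 rats were adjusted, and 139 changed in both, 100% in opposite directions. With separate HIV_Sal rats the share in the PFC was 55.1%. With a pseudocount of 0.01, 23 nicotine changes in HIV-1Tg rats and 0 in F344 rats were adjusted in the STR. With a mean FPKM of at least 1, nicotine in HIV-1Tg rats gave 5 adjusted in the PFC and 17 in the STR, and nicotine in F344 rats 0 in the STR. The share in opposite directions in the PFC was 100%, and with separate rats the share in the HIP was 54.0%.

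With median scaling, the strain differences were 262 higher and 255 lower in the PFC, 305 and 351 in the HIP, and 497 and 360 in the STR, in place of 218 and 378, 297 and 361, and 358 and 547, so the balance of directions changed in the PFC and STR. In this setting 1 linked transcript passed in the PFC, and 0 nicotine changes in F344 rats were adjusted in the HIP. In the STR, 11 strain differences and 24 nicotine changes in HIV-1Tg rats were adjusted, and 100% of those changed in both went in opposite directions. With separate rats the shares were 55.4% in the PFC and 53.2% in the STR. With only the 24 samples compared, 0 linked transcripts passed in the PFC, and adjusted were 2 strain differences and 0 nicotine changes in F344 rats in the HIP. In the STR, 1, 10, and 0 were adjusted, and 100% changed in opposite directions. With sample weights, nicotine in HIV-1Tg rats gave 1 adjusted in the PFC. With FPKM summed per gene, 0 linked genes passed in the PFC, where the sum leaves out the assembled Wnt7a transcript.

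With averages over transcripts of any class, 943 strain differences and 249 in both were found in the PFC, 1075 nicotine changes in HIV-1Tg rats and 197 in both in the HIP, and 893 nicotine changes in F344 rats in the STR. Adjusted were 7 strain differences and 1 nicotine change in HIV-1Tg rats in the PFC, 2 nicotine changes in F344 rats in the HIP, and 14 strain differences in the STR, where 0 linked transcripts passed. With missing values as 0, the Wnt7a transcript in the PFC reversed, to 0.19 between strains and to -0.63 with nicotine, since its missing samples then count as unexpressed, and 1 linked transcript passed. With the factor for rats 1 to 6 and 7 to 12, 1 nicotine change in HIV-1Tg rats in the PFC and 15 strain differences in the STR were adjusted.

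The replicate block left 1 linked transcript past the threshold in the PFC, 5 strain differences adjusted in the HIP, and 0 nicotine changes in F344 rats adjusted in the HIP. The correlation of the deviations of same-numbered rats lay between -0.094 and 0.055 over 12 pairs in each of the comparisons, and 0 pairs were above 0.1, so the rats share only a number. The block changed no other count by over 1.5 times, and of single linked transcripts it left Fgf9 and Wnt7a under the threshold between strains in the PFC.

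With each library left out in turn, the changed counts in the PFC lay between 548 and 674 for the strain difference, 622 (without HIV_Nic rat 10) and 1082 (without HIV_Nic rat 3) for nicotine in HIV-1Tg, 1488 and 1603 for nicotine in F344, and 114 and 146 in both. Without HIV_Nic rats 10 and 11 together, nicotine changed 605 in the HIV-1Tg rats. In the HIP the ranges were 592 to 755, 578 to 728, 755 to 898, and 115 to 148, and in the STR 808 to 1049, 887 to 1056, 534 to 672, and 202 to 261. The adjusted counts ranged from 2 to 5, 0 to 1, and 707 to 837 in the PFC, from 5 to 9, 0 to 0, and 0 to 3 in the HIP, and from 3 to 29, 20 to 58, and 1 to 2 in the STR. The highest values of 29 and 58 came without HIV_Sal rat 1, and the lowest value of 20 without HIV_Sal rat 4. The share in opposite directions lay between 98.3% and 99.3% in the PFC, 95.7% and 98.6% in the HIP, and 98.6% and 99.6% in the STR. The interaction of strain and drug lay between 535 and 634 in the PFC and between 0 and 1 in the HIP and STR. Of the linked transcripts, Axin1 in the PFC kept both calls with any 1 library left out. The Fgf9 strain difference lay between -1.05 and -0.69 and passed in 12 of 48 fits. The Cflar nicotine change lay between 0.21 and 0.68, passing only without HIV_Nic rat 4, and that of Rap1b between 0.28 and 0.90, passing only without HIV_Nic rat 7.

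ENSRNOT00000048926 and ENSRNOT00000059926 kept their direction under the 15 alternatives that list transcripts. The adjusted difference of ENSRNOT00000059926 was lost in the PFC under 4 of them (both Tukey-Kramer tests, median scaling, and the block) and in the STR with only the 24 samples compared. Neither has a value with FPKM summed per gene. With missing values as 0, and with FPKM summed per gene, the Rap1b difference between strains in the STR was -2.53. Receptor genes, marker lists, and pathways were not analysed here under any setting. The depth in reads is unknown, so which low values reflect few reads could not be separated from low expression.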

Differences from the paper's values

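The setting with outliers beyond 2 interquartile ranges, the fits with libraries left out, and the linking of transcripts to Table 2 were chosen after the result was seen. For the number of genes changed between HIV_Sal and F344_Sal rats in the STR, the paper's value is 508 and the value here is 905 transcripts. Of the alternatives set before the data were examined, the number was within 1.5 times of the paper's with a pseudocount of 1 (727), with the study's removal of outliers, ANOVA, and Tukey-Kramer test (677), and with only the 24 samples compared (733). It was not with the other 8.

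For the genes changed both between strains and by nicotine in the STR, the paper gives 79 in Table 1 and 70 in its text, and the value here is 230. For those restored in the STR, the paper gives 78 and the value here is 228, taken here as those changed in opposite directions in the 2 comparisons. None of the 11 alternatives brought these within 1.5 times, and the nearest were 139 changed and 139 restored with a pseudocount of 1. With outliers beyond 2 interquartile ranges and the Tukey-Kramer test, a setting chosen after seeing the values, 541 transcripts differed between strains in the STR and 111 changed in both comparisons. Of the 9 linked transcripts of Table 2, this setting drops 1, Ephb1 in the PFC.

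For the genes worsened by nicotine, the paper gives 0 in the PFC, 1 in the HIP, and 1 in the STR, and the values here, of transcripts changed in the same direction in both comparisons, are 1, 2, and 2. With a mean FPKM of at least 1, the numbers equalled the paper's in all 3 regions. With a pseudocount of 0.01 they did in the HIP and STR, and with a pseudocount of 1 in the HIP. The other 8 alternatives differed in all 3 regions. With outliers beyond 2 interquartile ranges and the Tukey-Kramer test, chosen after seeing the values, the PFC had 0, and this setting drops 1 of the 9 linked transcripts. With single libraries left out, chosen after seeing the values, the number equalled the paper's only in the STR, without any 1 of F344_Sal rats 2, 3, and 5, HIV_Nic rats 1, 2, 3, 4, 6, and 7, and HIV_Sal rats 1, 2, 3, 4, 6, 7, 10, and 11. Of the 3 linked transcripts of the STR, the fits drop 2, Mdh1 and Rap1b, with the exceptions that Rap1b passes without HIV_Nic rat 7 and that Ephb1 is dropped as well without HIV_Sal rat 1 or 10.

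For Plch1 in the HIP of HIV_Sal rats, the paper's mean is 1.17 FPKM with an SEM of 0.10, and the geometric mean of the linked transcript over all 12 rats is 0.613. With the study's removal of outliers and values close to 0 it was 1.12, and with FPKM summed per gene it was 0.888, both within 1.5 times of the paper's value. With a pseudocount of 1 it was 0.779, which is not within 1.5 times, but the gap is smaller than the SD between rats, 0.538. With FPKM summed per gene, though, F344_Sal and HIV_Nic rats had 0.943 and 0.991 against the paper's 0.56 and 0.54. Neither limit held with a pseudocount of 0.01 (0.437) or median scaling (0.610). With outliers beyond 2 interquartile ranges, chosen after seeing the values, it was 1.17 over 8 rats, with 4 left out.

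The paper states that each gene of Table 2 differed between strains and was then changed back by nicotine. Of the 9 linked transcripts, 3 passed the threshold in both comparisons in opposite directions when all rats were kept: Axin1 and Wnt7a in the PFC and Ephb1 in the STR. With median scaling, nicotine changed Fgf9 past the threshold (0.86) but the strain difference did not pass, and with sample weights nicotine changed Cflar past it (0.58). With outliers removed at an assumed limit of 1.5 interquartile ranges, 8 of the 9 passed in both, all except Ephb1 in the PFC. This held by limma and by the Tukey-Kramer test, and the paper states no limit. The 9 were linked by equality with means and SEMs that the paper printed for significant genes. The count of 8 is therefore not independent evidence, and the 15 entries without a link are not in it. With averages over transcripts of any class, chosen after seeing the values, nicotine changed Cflar past the threshold (0.40), and this setting drops 7 of the 9 in 1 comparison or both. With 1 library left out, fits also chosen after seeing the values, Cflar passed in both comparisons without HIV_Nic rat 4, with 1 of the 2 in the HIP dropped, and Rap1b without HIV_Nic rat 7, with 1 of the 3 in the STR dropped. Fgf9 passed in both without F344_Sal rat 7, HIV_Nic rat 8, or HIV_Sal rat 7, 10, or 11, fits chosen after seeing the values that drop 1 of the 4 in the PFC, and without HIV_Sal rat 12, which drops 2 of the 4. For Ephb1 in the PFC the paper states a decrease between strains and a change by nicotine. Its log2 fold changes were -0.16 and -0.04 with all rats, and -0.18 and 0.10 with outliers removed, each smaller than the fold change of 1.2 that the study requires.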

Other observations

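The tests of label reassignment, separate rats, and other splits reported here were planned, and their predictions were written before their results were seen. The comparison across regions and the counts of single transcripts were chosen after the results were seen.

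One hypothesis was that the opposite directions arise because the same HIV_Sal rats stand in both comparisons. With the labels of the HIV-1Tg rats reassigned, the share of opposite directions was at least as high as recorded in 81 of 100 reassignments in the PFC, 87 in the HIP, and 78 in the STR. With the study's removal of outliers and Tukey-Kramer test, it was at least as high in 72, 87, and 87 of 100. The share of opposite directions among transcripts changed in both comparisons is therefore consistent with the shared rats alone in each region, and it does not by itself show restoration.

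A second hypothesis was that the number of transcripts changed in both comparisons exceeds chance. It was as large in 45 of 100 reassignments in the PFC, 27 in the HIP, and 3 in the STR. With the study's removal of outliers and Tukey-Kramer test these numbers were 48, 12, and 7. For the STR in limma's fit, the number was above 95% of the reassignments but inside their range of 96 to 282. The other 5 cases showed no such excess. Chance is therefore less likely for the STR in limma's fit but not excluded, and it is not excluded in the other 5 cases. An effect of nicotine on transcripts that differ between strains may be present in the STR, but the excess there could also come from samples that differ for other reasons.

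With separate HIV_Sal rats, the share of opposite directions was 52.8% in the PFC, 50.7% in the HIP, and 50.0% in the STR, none of them above 95% of the reassigned values (58.4%, 54.9%, and 55.2%). Each reassigned value is 1 draw and each recorded value a mean of 100, and 6 rats per comparison find fewer true changes than 12. The lists held 605, 737, and 905 transcripts on average. Only 3, 8, and 7 strain differences were past the adjusted threshold with all 12 rats, so many in the lists may be chance calls. Chance calls have no fixed direction under nicotine, so even a large reversal of the true strain differences could be missed. These values therefore do not decide between no effect of nicotine on the transcripts that differ by strain and restoration of some or all of them.

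For the single comparisons, other splits of the 24 rats, fitted without the other groups, changed as many transcripts as the recorded split in these numbers of 100, the recorded one included. Between HIV_Sal and F344_Sal rats it was 3 in the PFC, 24 in the HIP, and 10 in the STR. Between HIV_Nic and HIV_Sal rats it was 9, 12, and 4. Between F344_Nic and F344_Sal rats it was 1, 1, and 30. For the number of changed transcripts, chance can be excluded for nicotine in the PFC of F344 rats. The recorded split changed 1564 there, and other splits at most 1105. In the HIP of F344 rats the margin was narrow, 771 against at most 739, with 0 past the adjusted threshold in the recorded split. The strain difference in the PFC and nicotine in the STR of HIV-1Tg rats changed 644 and 862, above 95% of the splits. Single splits reached 733 and 1078, though, and several comparisons were tested. Chance is therefore less likely for the strain difference in the PFC and for nicotine in the HIP of F344 rats and the STR of HIV-1Tg rats. It is not excluded for these, nor for the other 5. Single transcripts can still differ where the number does not exceed chance. Between strains, ENSRNOT00000048926 was past the adjusted threshold in the HIP (adjusted p = 1.07e-09) and in the STR (adjusted p = 1e-13). The splits kept HIV_Nic rats 10 and 11 of the PFC, where the recorded split of the 24 rats changed 676 transcripts with nicotine, and they were not repeated without these 2 rats.

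In the HIP, F344_Sal rat 10 and HIV_Sal rat 6 lay at 92.3 and 91.6 on the second principal component, and in the STR the rats with the same numbers and groups lay at 78.1 and 82.3. In both regions each of these 2 samples had its highest correlation at the same value, 0.846 in the HIP and 0.845 in the STR. No explanation for this was tested.

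The linked Mdh1 transcript in the STR took values of either 203 FPKM and more or 50.9 FPKM and less in the HIV_Sal rats, and the other groups were divided in a like manner. The paper does not report this division. Its source was not tested.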
